# Lapatinib–induced NF-kappaB activation sensitizes triple-negative breast cancer cells to proteasome inhibitors

**DOI:** 10.1186/bcr3575

**Published:** 2013-11-12

**Authors:** Yun-Ju Chen, Ming-Hsin Yeh, Meng-Chieh Yu, Ya-Ling Wei, Wen-Shu Chen, Jhen-Yu Chen, Chih-Yu Shih, Chih-Yen Tu, Chia-Hung Chen, Te-Chun Hsia, Pei-Hsuan Chien, Shu-Hui Liu, Yung-Luen Yu, Wei-Chien Huang

## Abstract

**Introduction:**

Triple-negative breast cancer (TNBC), a subtype of breast cancer with negative expressions of estrogen receptor, progesterone receptor, and human epidermal growth factor receptor 2 (HER2), is frequently diagnosed in younger women and has poor prognosis for disease-free and overall survival. Due to the lack of known oncogenic drivers for TNBC proliferation, clinical benefit from currently available targeted therapies is limited, and new therapeutic strategies are urgently needed.

**Methods:**

Triple-negative breast cancer cell lines were treated with proteasome inhibitors in combination with lapatinib (a dual epidermal growth factor receptor (EGFR)/HER2 tyrosine kinase inhibitor). Their *in vitro* and *in vivo* viability was examined by MTT assay, clonogenic analysis, and orthotopic xenograft mice model. Luciferase reporter gene, immunoblot, and RT-qPCR, immunoprecipitation assays were used to investigate the molecular mechanisms of action.

**Results:**

Our data showed that nuclear factor (NF)-κB activation was elicited by lapatinib, independent of EGFR/HER2 inhibition, in TNBCs. Lapatinib-induced constitutive activation of NF-κB involved Src family kinase (SFK)-dependent p65 and IκBα phosphorylations, and rendered these cells more vulnerable to NF-κB inhibition by p65 small hairpin RNA. Lapatinib but not other EGFR inhibitors synergized the anti-tumor activity of proteasome inhibitors both *in vitro* and *in vivo*. Our results suggest that treatment of TNBCs with lapatinib may enhance their oncogene addiction to NF-κB, and thus augment the anti-tumor activity of proteasome inhibitors.

**Conclusions:**

These findings suggest that combination therapy of a proteasome inhibitor with lapatinib may benefit TNBC patients.

## Introduction

Triple-negative breast cancer (TNBC), defined by the lack of expression of estrogen, progesterone, and epidermal growth factor receptor/human epidermal growth factor receptor 2 (ERBB2/HER2) receptors [1], represents 15% to 20% of all breast cancer cases [2] and occurs in young premenopausal women with a higher frequency [3]. TNBC is commonly associated with basal-like phenotype and characterized by high histological grade, preference for brain or lung metastasis and aggressive behavior with shorter time to recurrence and death [1,3]. Patients with this subtype usually have a worse clinical outcome [2]. In addition to an intricate relationship with basal-like breast carcinomas, TNBC is gaining attention due to its lack of effective tailored therapies. Chemotherapy is the systemic therapy currently available for TNBC, but no standard regimen is recommended. Some TNBC tumors are sensitive to paclitaxel-containing and doxorubicin-containing chemotherapies [4]. However, TNBC patients became rapidly chemoresistant and frequently relapsed, and showed a worse prognosis [5,6]. New therapeutic strategies are urgently needed.

NF-κB (nuclear factor kappa-light-chain-enhancer of activated B cells) is a family of transcription factors involved in the regulation of immune responses and inflammation, and plays a major role in tumorigenesis of many cancer types [7,8]. It is restricted to the cytoplasm by binding with inhibitory IκB proteins. In response to stimulations, IκB kinase (IKK) complex is activated to phosphorylate IκB proteins. The phosphorylated IκB proteins are then ubiquitinated and degraded by 26S proteasome [9], leading to NF-κB nuclear translocation. NF-κB controls the expressions of several pro-tumorigenic genes which are associated with angiogenesis, apoptosis, invasion, migration, and cell survival [10,11]. Aberrant activation of NF-κB also enhances resistance to chemotherapy in cancer cells [12]. Inactivation of NF-κB through blocking IκB degradation by bortezomib, a proteasome inhibitor, has shown clinical benefits for the treatment of hematological malignancies [13]. Although NF-κB activation and overexpression of its target genes have been observed in TNBC tumors [14,15], bortezomib showed limited clinical benefits in phase II trials [16]. These disappointing results suggest that the survival of TNBC may only be partially addicted to NF-κB. Therefore, new strategies making TNBC more addicted to NF-κB activity may be able to improve the therapeutic efficacy of proteasomal inhibitors.

Lapatinib (GW572016, Tykerb), a dual EGFR and HER2 tyrosine kinase inhibitor (TKI), has been approved for trastuzumab-resistant HER2-positive advanced breast cancer patients, [17]. However, acquired resistance still occurred within six to twelve months after initial treatment [18]. The elevation of NF-κB activity was found in lapatinib-treated HER2-positive breast cancer cells [19,20], and targeting RelA (p65) protein expression enhanced the lapatinib-induced apoptosis [20]. Lapatinib has recently been found to up-regulate the gene expression of proapoptotic TRAIL death receptors DR4 and DR5 [21]. Our recent study also showed that lapatinib can induce the NF-κB-targeted gene COX-2 in a HER2/EGFR-independent manner [22]. These observations raise the possibility that lapatinib may increase NF-κB activity independently of targeting EGFR and HER2.

In this study, we demonstrated that lapatinib, but not specific EGFR inhibitors gefitinib and erlotinib, can induce the phosphorylation and nuclear translocation of p65 and the subsequent expression of NF-κB target genes in both HER2-positive and TNBC cells. We further revealed the involvement of Src family kinase (SFK)-dependent p65 and IκBα phosphorylations in this event. Although lapatinib or bortezomib alone did not elicit the expected clinical benefits for TNBC, co-treatment can enhance the anti-tumor activity of bortezomib by increasing the oncogenic addiction of these cancer cells to NF-κB. These findings not only decipher the molecular mechanisms of lapatinib-induced NF-κB activation, but also suggest remarkable therapeutic benefits with combination of bortezomib and lapatinib in TNBC patients.

## Methods

### Cell lines and reagents

All cancer cell lines were purchased from the American Type Culture Collection (ATCC – Manassas, VA, USA) and maintained in a humidified 5% CO2 incubator at 37°C. SkBr3, BT474, MDA-MB-231, MDA-MB-468 and HBL100 were cultured in (Dulbecco’s) modified Eagle’s medium ((D)MEM)/F12. HS-578 T was maintained in Roswell Park Memorial Institute medium (RPMI). All the media were supplemented with 10% FBS, 100 unit/ml penicillin and 100 mg/ml streptomycin. To establish lapatinib-, erlotinib-, and gefitinib-selected cells, cancer cells were treated with increasing concentrations of lapatinib, erlotinib, or gefitinib up to 1 μM. *p65* shRNA clones were purchased from the National RNAi Core Facility at Academia Sinica (Taipei, Taiwan).

### Protein extraction and immunoblot

For total cell lysates, cells were washed with ice-cold PBS one time and lysed in RIPA buffer (20 mM Tris–HCl, pH7.4, 150 mM NaCl, 1% NP-40, 1% sodium deoxycholate, 1 mM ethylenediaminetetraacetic acid (EDTA) and 1 mM ethylene glycol tetraacetic acid (EGTA)). For subcellular fractionation, the methods were done as previously described. Protease inhibitors and phosphatase inhibitors cocktails were added in the RIPA buffer. Proteins were separated by SDS-PAGE, transferred to a polyvinylidene fluoride (PVDF) membrane and blotted with indicated antibodies.

### Immunofluorescence staining

Cells were grown on gelatin cover slips and fixed at day 2 with 4% paraformaldehyde in PBS for 15 minutes. For immunofluorescence staining, cells were next treated with 0.5% Triton X-100 in PBS for 15 minutes and blocked with 10% BSA in PBS for 1 hour followed by incubation with anti-p65 antibody at 4°C overnight. After incubation with horseradish peroxidase (HRP)-labeled secondary antibody, cells were further stained with the nucleic acid stain, diamidino-2-phenylindole (DAPI) (Invitrogen, Carlsbad, CA, USA), and mounted with ProLong Gold antifade mounting reagent (Invitrogen).

### Microarray analysis and ingenuity pathway analysis

Total RNA was extracted by Trizol® Reagent (Invitrogen) according to the instruction manual. RNA was quantified at OD260 nm by using a ND-1000 spectrophotometer (Nanodrop Technology, Wilmington, Delaware USA) and qualitated by using a Bioanalyzer 2100 (Agilent Technology, Santa Clara, California USA) with RNA 6000 nano labchip kit (Agilent Technologies). Total RNA (0.5 mg) was amplified by a Quick-Amp Labeling kit (Agilent Technologies) and labeled with Cy3 or Cy5 (CyDye, PerkinElmer, Waltham, Massachusetts USA) during the *in vitro* transcription process. CyDye-labled cRNA (0.825 mg) was fragmented to an average size of about 50 to 100 nucleotides by incubation with fragmentation buffer at 60°C for 30 minutes. Correspondingly fragmented labeled cRNA was then pooled and hybridized to Agilent Human Whole Genome Oligo 4 × 44 K Microarray (Agilent Technologies) at 60°C for 17 hours. After washing and drying by nitrogen gun blowing, microarrays were scanned with an Agilent microarray scanner (Agilent Technologies) at 535 nm for Cy3 and 625 nm for Cy5. Scanned images were analyzed by Feature extraction 9.5.3 software (Agilent Technologies), an image analysis and normalization software was used to quantify signal and background intensity for each feature, and the data substantially normalized using the rank-consistency-filtering LOWESS method. The data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE51889 [23].

NF-κB-targeted gene expressions were overlaid onto a global molecular network developed from information contained in the Ingenuity Pathways Knowledge Base (IPA Ingenuity Systems [24]). The network of these NF-κB-targeted genes was then algorithmically generated based on their connectivity and the molecular relationships between these genes/gene products were presented graphically. The NF-κB-targeted genes or gene products are represented as nodes, and the biological relationship between two nodes is represented as an edge (line). All edges are supported by at least one reference from the literature, from a textbook, or from canonical information stored in the Ingenuity Pathways Knowledge Base. The intensity of the node color indicates the degree of positive (red) or negative (green) correlation. Nodes are displayed using various shapes that represent the functional class of the gene product. Edges are displayed with various labels that describe the nature of the relationship between the nodes.

### RNA extraction and quantitative reverse transcription PCR

Total RNA was extracted by Trizol™ reagent (Roche, Basel, Switzerland) and converted into cDNA with M-MLV reverse transcriptase (Invitrogen). Synthesized cDNA was used as the template for SYBR qPCR, and changes in gene expression level were normalized to *GAPDH* in respective cDNA samples. Primers used were as described below: 5′-CGGACTGCCCTTCACCTCGC-3′ (IκBα, forward), 5′-GTATCCGGGTGCTTGGGCGG-3′ (IκBα, reverse), 5′-CCCCCGACTGGACGAGAGGG-3′ (ICAM1, forward), 5′-TGAGTGCTCCTGGCCCGACA-3′ (ICAM1, reverse), 5′-CTTCAGGCAGGCCGCGTCAG-3′ (IL-1β, forward), 5′-TGCTGTGAGTCCCGGAGCGT-3′ (IL-1β, reverse), 5′-TGGCACCTGACCGGAGCATGTA-3′ (TRAF1, forward), 5′-CAACAGGTGGCCTCTGGGCTGT -3′ (TRAF1, reverse), and 5′GCTTAAACAGGAGCATCCTGA-3′ (COX-2, forward), and 5′-GGGTAATTCCATGTTCCAGC-3′ (COX-2, reverse).

### 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) cell viability assay

*In vitro* cell viability was measured using an MTT colorimetric assay. Cells were trypsinized to seed at a density of 5 × 10^3^ to 1 × 10^4^ cells/well in 96-well plates. After various treatments and culturing periods, the culture medium was removed and 100 μL of serum-free medium with 5 mg/mL MTT solution (Sigma, St. Louis, MO, USA), 25 μL/well, was added and the cells incubated for three hours. Finally, 100 μL of dimethyl sulfoxide (DMSO) was added to lyse the cells and the O.D.550 wavelength was detected by ELISA reader.

### Clonogenic assay

For clonogenic assay, cells were plated at 5 × 10^3^ to 1 × 10^4^ cells/well in 6-well plates and pretreated with 1 μM lapatinib or gefitinib for three days followed by addition of MG132 or bortezomib. Colonies were fixed and stained with 30% ethanol containing 1% crystal violet.

### Reporter gene assay

Cells were seeded at 2 × 10^5^ cells/well in 12-well plates and transfected with the indicated plasmids in each experiment, including *IL-1 β* promoter-luciferase plasmids containing NF-κB binding sites. Twenty-four hours after transfection, the luciferase activities in cell lysates were determined by the Luciferase Assay System (Promega, Madison, WI, USA) and normalized to β-galactosiadase activities.

### Tumor xenograft mouse model

All animal experiments were performed in accordance with a protocol approved by the Institutional Animal Care and Use Committee of China Medical University and Hospital (No. 100-61-N). Female severe combined immunodeficient (SCID) mice at 4 to 6 weeks of age were used in the orthotopic tumor-xenograft model. MDA-MB-231 cells (6 × 10^6^ cells/mouse; re-suspended in a 1:1 mixture of PBS and growth factor–reduced Matrigel (BD Biosciences, San Jose, CA, USA) in a total volume of 50 μL) were injected into the mammary fat pads of SCID mice, and the tumor size was measured regularly. Once the tumor size reached 100 mm^3^, mice were treated orally with saline, lapatinib (20 mg/kg), bortezomib (0.02 mg/kg), or a combination of lapatinib (20 mg/kg) and bortezomib (0.02 mg/kg) every day. One month later, all mice were sacrificed, and tumors were resected and their size was measured. The tumor growth rates were analyzed by measuring the tumor length (L) and width (W) with calipers and by calculating the volume with the formula LW^2^/2.

### Immunohistochemical Staining

Five-micron thick paraffin-embedded tissue sections were deparaffinized and rehydrated. The tissue sections were incubated for two hours with mouse monoclonal anti-human p65 and anti-Bax antibodies (100 dilution, Santa Cruz, Dallas, Texas USA). After washing to remove unbound primary antibody, sections were treated with a dextran polymer backbone conjugated to secondary antibodies and labeled with HRP according to the manufacturer’s instructions (DAKO Envision system for mouse and rabbit primary antibodies, DAKO Corporation, Carpinteria, CA, USA) for 30 minutes. Tissue sections were incubated in the chromogenic peroxidase substrate, diaminobenzidine, for five minutes. The specificity of labeling by this procedure was verified by negative control reactions using buffer to replace the primary antibody and isotype-specific immunoglobulin G (IgG).

### Statistical analysis

All results are presented as the mean ± SD. A two-tailed Student’s *t*-test was used to calculate the statistical significance between the groups. The tumor volume was analyzed by a two-sided *t*-test.

## Results

### Lapatinib induces NF-κB activation independently of EGFR/HER2 inhibiton

To address whether lapatinib can induce NF-κB activation in both HER2-positive and HER2-negative breast cancer cells, its effect on p65 Ser536 phosphorylation, a critical IKK complex-mediated modification for NF-κB activity [25], was examined. Lapatinib markedly induced p65 Ser536 phosphorylation in HER2-positive SkBr3 and BT474 breast cancer cell lines (Figure 1A) and in HER2-negative MDA-MB-231 and MDA-MB-468 cell lines (Figure 1B). To further examine the activation of NF-κB after long-term treatment with lapatinib acquired resistant clones of SkBr3 and BT474 cell lines, named SkBr3/Lap and BT474/Lap respectively, were established by chronic treatment with increasing concerntrations of lapatinib. p65 Ser536 phosphorylation remained higher in both SkBr3/Lap and BT474/Lap clones compared with their parent cells (Figure 1A) and IKK inhibitors suppressed this phosphorylation in SkBr3/Lap#6 cells (Figure 1C), supporting that lapatinib resistance induced activation of the IKK/NF-κB axis. To examine whether this event occurs in HER2-negative breast cancer cells, lapatinib-selected clones from triple-negative MDA-MB-231, MDA-MB-468, and HBL100 cell lines, named 231/Lap, 468/Lap, and HBL100/Lap respectively, were also established. The induction of p65 phosphorylation by lapatinib was also observed in these lapatinib-selected TNBC clones (Figure 1D) and this phosphorylation in SkBr3/Lap#6, BT474/Lap#3, and 231/Lap#6 cells was reduced once lapatinib was withdrawn from the culture medium (Additional file 1: Figure S1), suggesting that lapatinib activates NF-κB independently of HER2 inhibition. In addition, EGFR specific inhibitors gefitinib (Gef)- or erlotinib (Erl)-selected clones from BT474 and MDA-MB-231 cells were established. However, these two EGFR inhibitors did not increase p65 Ser536 phosphorylation. These results suggest that inhibition of EGFR and HER2 was not involved in the lapatinib-induced NF-κB activation.

**Figure 1:**
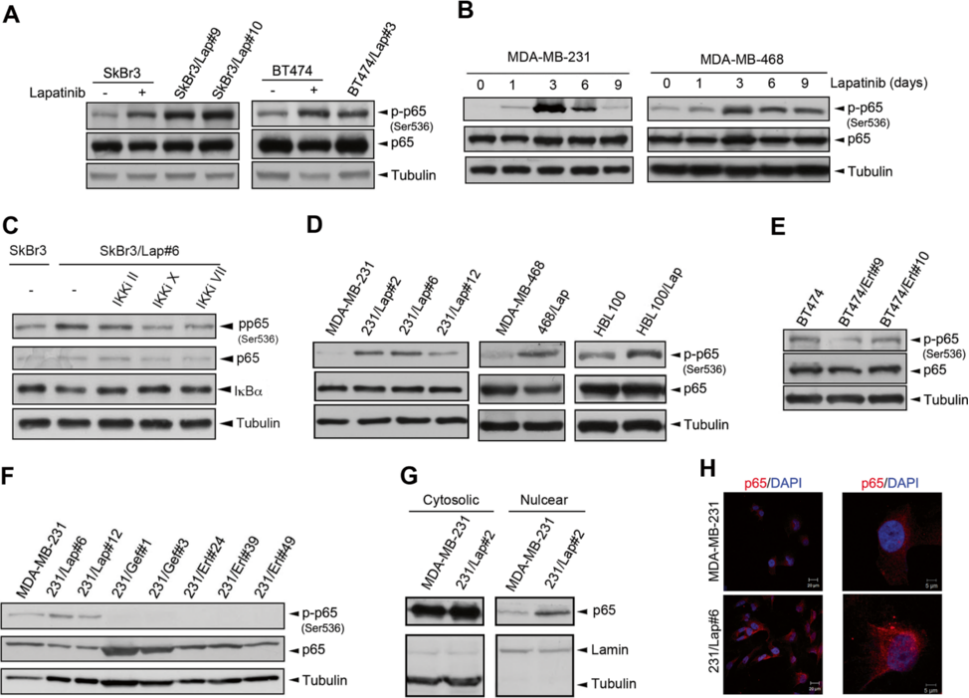
**Lapatinib induces NF-κB activation in an off-target manner. (A-F)** Lapatinib induces p65 phosphorylation in both HER2-positive and triple-negative breast cancer cells. HER2-postive SkBr3 and BT474 breast cancer cells were treated with or without 1 μM lapatinib for two days, and SkBr3/Lap and BT474/Lap cells were cultured in the presence of 1 μM lapatinib **(A)**. Triple-negative MDA-MB-231 and MDA-MB-468 breast cancer cells were treated with 1 μM lapatinib for the indicated days **(B)**. SkBr3/Lap#6 cells were treated with 10 μM IKK inhibitor II, 20 μM IKK inhibitor X, or 5 μM IKK inhibitor VII for two days **(C)**. Lapatinib-selected clones established from triple-negative MDA-MB-231, MDA-MB-468, and HBL-100 cell lines were cultured in the presence of 1 μM lapatinib **(D)**. Erlotinib- and gefitinib-selected clones established from BT474 **(E)** and MDA-MB-231 cells **(F)** were cultured in the presence of 1 μM respective drugs. Total lysates prepared from these cells were subjected to Western blot analysis with the indicated antibodies for NF-κB phosphorylation and expression. **(G, H)** Lapatinib treatment induces p65 nuclear translocation. MDA-MB-231 and 231/Lap#2 cells were subjected to nuclear/cytoplasmic fractionation followed by Western blot analysis with the indicated antibodies. Lamin and tubulin function as control markers for nuclear and cytosolic extraction, respectively **(G)**. MDA-MB-231 and 231/Lap#6 cells were fixed followed by staining with anti-p65 antibody and DAPI (fluorescent dye for nucleus staining) in confocal microscope analysis **(H)**. DAPI, diamidino-2-phenylindole; IKK, IKB kinase; HER2, human epidermal growth factor receptor 2.

In addition to phosphorylation at Ser536, p65 phosphorylations at other residues, such as Ser276 and Ser529, are also critical for the NF-κB activation in response to various stimuli [26,27]. However, p65 Ser276 phosphorylation (Additional file 1: Figure S2A and S2B) and Ser529 (Additional file 1: Figure S2C and S2D) were suppressed rather than increased in the SkBr3/Lap, BT474/Lap and 231/Lap clones. To further confirm NF-κB activation, the nuclear localization of p65 in these lapatinib-treated cells was examined. Our data showed that the nuclear p65 level was significantly higher in 231/Lap#2 clone than in the MDA-MB-231 cells (Figure 1G), and this event was observed in immunofluorescence staining/confocal microscope analysis (Figure 1H). All these results indicated that lapatinib possesses off-target activity to induce p65 phosphorylation and nuclear translocation in both HER2-positive and TNBC cells.

We next investigated whether the lapatinib-activated NF-κB can mediate its downstream gene expressions. cDNA microarray analysis was employed to profile gene expressions that were upregulated more than two folds in lapatinib-resistant SkBr3 and BT474 cells (Additional file 2: Table S1). 

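Total RNA from parental SkBr3 and BT474 cells and from 1 lapatinib-resistant clone of each was profiled on 4 arrays, 1 array per sample. SkBr3 and BT474 are HER2-positive breast cancer cell lines. The resistant clones SkBr3/Lap#6 and BT474/Lap#3 were cultured with up to 1 μM lapatinib, an inhibitor of the EGFR and HER2 tyrosine kinases. The sample labels number the clones the other way round, with 3 for the SkBr3 clone and 6 for the BT474 clone, and the paper's numbers are used here. The SkBr3/Lap#6 array was on a slide of its own, while the other 3 arrays shared a slide. Each Agilent Human Whole Genome 4 × 44 K array held 43376 spots for 41000 probes, of which 264 were spotted 10 times. For each spot the authors deposited the processed signal, an intensity on a linear scale that the Feature Extraction software gives after subtracting the background, without scaling between arrays. The file headers name version 10.1.1.1 of this software and a single Cy3 channel, whereas the methods name an earlier version, labeling with Cy3 or Cy5, and LOWESS normalization.
The 75th percentile of the probe signals was 1115 in SkBr3, 2074 in SkBr3/Lap#6, 1158 in BT474 and 1681 in BT474/Lap#3. The software marked 66.6%, 73.7%, 68.3% and 74.0% of the probes, in the same order, as well above background, and the lowest signal so marked was between 13.3 and 16.0. No spot was saturated. The median SD among the spots of a probe spotted 10 times was 0.06 to 0.07 on the log2 scale, which covers the spread within an array but not that between cultures. The log2 signals of the spots of each probe were averaged, and the array's 75th percentile was subtracted. A probe was kept when its signal reached 100 on at least 1 of the 4 arrays, the lower limit of the expression filter in the heading of Table S1, and 25927 probes (63.2%) were kept. Each clone was then compared with its own parental cells. With 1 array per condition, no fold change has a check by replicates.
In SkBr3/Lap#6 cells, 3355 probes were at least 2-fold higher and 4045 at least 2-fold lower than in SkBr3 cells. Of the lower probes, 383 were not well above background on either SkBr3 array. In BT474/Lap#3 cells, 2661 probes were at least 2-fold higher and 1337 at least 2-fold lower than in BT474 cells. Both clones shared 698 higher and 320 lower probes, and 1021 probes changed at least 2-fold in opposite directions. Across the kept probes, which are not independent replicates, the log2 fold changes of the clones had a Pearson r of 0.03. Among these counts, that of opposite directions moved by the largest factor, to 277 probes at a threshold of 3-fold. Leaving out the filter raised the count of lower probes in SkBr3/Lap#6 to 11569. Scaling by the median in place of the 75th percentile moved the median log2 fold change of the kept probes from -0.10 to 0.05 in SkBr3/Lap#6 and from -0.05 to -0.26 in BT474/Lap#3. The SkBr3/Lap#6 counts then became 4045 higher and 3266 lower probes, so that the higher probes made up 55.3% of the changed probes in place of 45.3%. The BT474/Lap#3 counts became 2009 higher and 2172 lower probes, or 48.1% higher in place of 66.6%. When the cell lines stood in for replicates of resistance, limma with cell line as a block found 0 of 25927 probes with a Benjamini-Hochberg adjusted p below 0.05, and 900 probes (3.47%) had an unadjusted p below 0.05.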

Then, this data were analyzed with Ingenuity Pathway Analysis (IPA) to identify which genes are regulated by NF-κB in response to lapatinib treatment. The result showed 24 genes upregulated by NF-κB (Figure 2A), and some well-documented NF-κB-target genes were further validated. 

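Figure 2A draws 24 genes that Table S1 lists, the number that the paper gives as upregulated, and 5 genes that it does not list. The 24 were taken as the upregulated genes, because the shading of the figure was not read as direction. Of the other 5, ALCAM, CAMP, EGR1 and TERT were at least 2-fold lower in both clones, and IGF1 was near background. Of the 24 genes, 22 had a probe of Table S1 that passed the signal filter and was at least 2-fold higher in both clones. The exceptions were IL1B and PTX3, whose signals stayed under 100 on all 4 arrays. Correcting the background with the normexp method before quantile normalization moved this count most, to 10 genes. Scaling by the median in place of the 75th percentile gave 15 genes, and quantile normalization alone gave 16. Only 12 of the 24 genes were well above background on all 4 arrays. Where the parental signal was not well above background, the fold change was taken against the lowest signal marked as such on that array and is given as a lower limit.
In SkBr3/Lap#6 cells, 14 genes were measured on both arrays, with log2 fold changes of 1.04 to 8.55 and a median of 2.50. For 9 genes only a limit could be given, and each limit was at least 2-fold. ABCB1 rose from a signal of 3.96 to 2038, at least 68.4-fold. The limits were lower for TRAF1, at least 2.89-fold, and IL1B, at least 2.34-fold. PTX3 was not well above background on either SkBr3 array. In BT474/Lap#3 cells, 14 genes were measured on both arrays, with log2 fold changes of 1.04 to 5.98 and a median of 1.37. Of the 8 genes with a limit, 6 had one of at least 2-fold, whereas the limits were 1.63-fold for LTB and 1.06-fold for PTX3. IL1B and CYP17A1 were not well above background on either BT474 array. With scaling to the 75th percentile, a rise of at least 2-fold was thus measured or bounded in both clones for 20 of the 24 genes.
The ABC transporter gene ABCG2 had the largest measured rise. Its signal went from 99.1 to 69052 in SkBr3/Lap#6, a log2 fold change of 8.55, and from 99.5 to 9092 in BT474/Lap#3, a log2 fold change of 5.98. Probes of one gene differed in some cases. The other TRAF1 probe, well above background on all 4 arrays, had log2 fold changes of 1.07 in SkBr3/Lap#6 and 0.04 in BT474/Lap#3, and the other NR3C1 probe 1.86 and 0.44. The other NFAT5 probe, also well above background on all 4 arrays, had 0.82 and 1.45. A further SOCS3 probe had 0.50 and -0.51 and a further PPARA probe 1.53 and -0.65, but neither was well above background on all 4 arrays. For IL1B in BT474/Lap#3, a spot marked as an outlier had a signal of 20.8 and the other 9 spots had signals of 3.03 to 5.14. In limma, 10 of the 22 genes passed an adjusted p of 0.05 when adjusted over the list alone, against 0 when adjusted over all kept probes, and 18 had an unadjusted p below 0.05. The study chose these genes on the same arrays for rising in both clones, so the count over the list alone is not independent evidence.

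**Figure D1:**
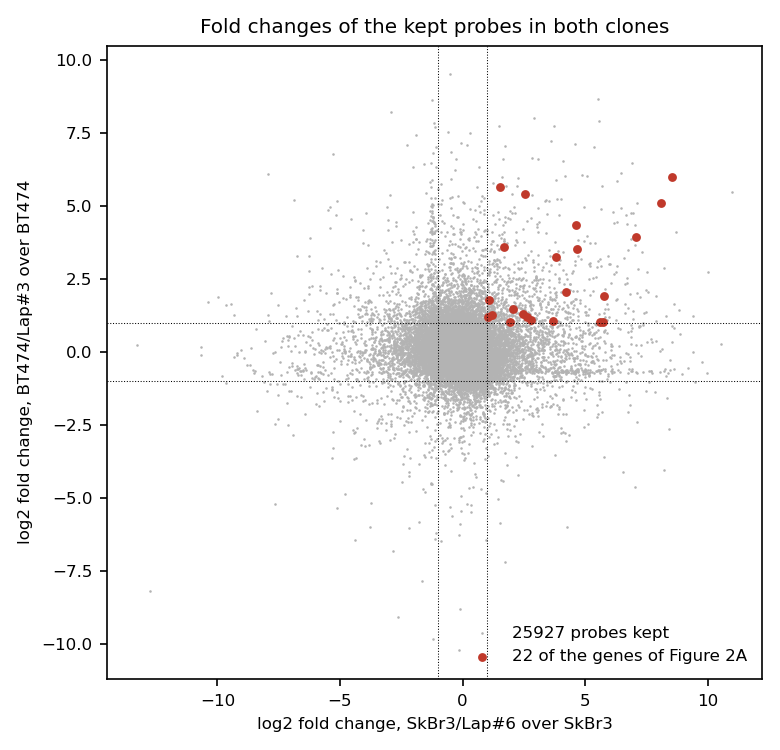
Log2 fold change of SkBr3/Lap#6 over SkBr3 (horizontal axis) and of BT474/Lap#3 over BT474 (vertical axis) for the 25927 kept probes (gray), with the 22 genes of Figure 2A that passed the filter in red and dotted lines at 2-fold. The 22 genes lie in the upper right corner, beyond 2-fold on both axes, and each point rests on 1 array per condition.

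**Figure D2:**
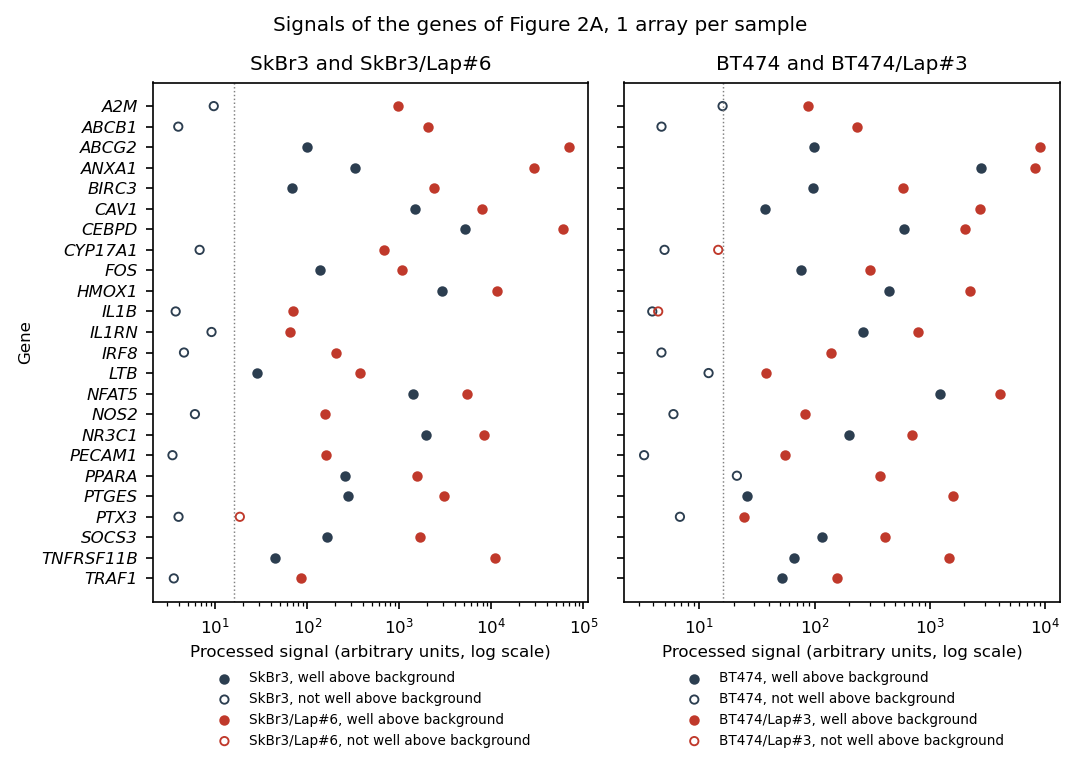
Processed signal (log scale, arbitrary units) of the 24 genes of Figure 2A on each array, 1 probe per gene, with parental cells in blue and resistant clones in red. Open circles mark signals that were not well above background, and the dotted line is the lowest signal marked as well above background on the parental array.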

The mRNA levels of *IL-1β*, *IL-6* and *TRAF1* in SkBr3/Lap#6 cells were higher than those in SkBr3 cells (Figure 2B-D) and were reduced by p65 shRNA (Figure 2F-H). Similarly, *IL-1β, IL-6* and *COX-2* transcripts were also induced in 231/Lap#2 cells (Figure 2B, C, and E) and were inhibited by p65 shRNA (Figure 2F, G, and I). *IL-1β* and *IL-6* transcripts were also increased by short-term treatment with lapatinib in SkBr3 and MDA-MB-231 cells (Additional file 1: Figure S3A and S3B) and were reduced in response to the lapatinib withdrawal in SkBr3/Lap#6 and 231/Lap#2 cells (Additional file 1: Figure S3C and S3D). *IL-6* promoter activity was dramatically higher in 231/Lap#6 cells than in the parental cells. Mutation of the NF-κB-binding site almost abolished this effect (Figure 2J), indicating that lapatinib-activated NF-κB mediated the gene transcription in response to lapatinib treatment. The protein levels of COX-2 and TRAF1 were also increased in both 231/Lap#2 and 231/Lap#6 cells and were suppressed by p65 shRNA (Figure 2K). These results show that lapatinib treatment not only activates NF-κB but also subsequently induces various NF-κB-targeted gene expressions.

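On the arrays, NF-κB target genes beyond those of Figure 2A were examined with a list of 48 canonical targets written down without reference to the arrays. Of these, 32 had a probe that passed the filter, 3 of them also drawn in Figure 2A. Their median log2 fold change was 0.84 in SkBr3/Lap#6 cells, above each of 10000 random lists of the same size and similar signal (percentile 100), and 15 of the 32 genes were at least 2-fold higher and 3 at least 2-fold lower. In BT474/Lap#3 cells the median was 0.12 (percentile 91.7), and 7 of the 32 genes were at least 2-fold higher. Without the genes of Figure 2A the medians were 0.78 and 0.09. With 5 genes that were below background on both BT474 arrays left out and dim genes set to their limits, the median in BT474/Lap#3 was 0.14. Under quantile normalization the median in BT474/Lap#3 was 0.03 (percentile 74.3), and with normexp correction before it 0.02 (percentile 74.0). In limma, 0 of the 32 genes passed an adjusted p of 0.05 adjusted over the list alone, and 2 had an unadjusted p below 0.05.
IL6 rose from a signal of 5.93 in SkBr3 to 1695 in SkBr3/Lap#6, at least 56.9-fold, and was not well above background on either BT474 array. ICAM1 was 31.9-fold higher in SkBr3/Lap#6 and was likewise not well above background in BT474 or BT474/Lap#3. NFKBIA, the gene of IκBα, was 2.13-fold higher in SkBr3/Lap#6 and 1.32-fold higher in BT474/Lap#3. PTGS2, the gene of COX-2, was not well above background on any of the 4 arrays. The paper concludes that lapatinib activates NF-κB and subsequently raises the expression of its target genes. For the target genes it draws on Figure 2A, RT-qPCR, promoter activity, COX-2 and TRAF1 protein and the effect of p65 shRNA. For the activation it also draws on p65 phosphorylation, IKK inhibitors, nuclear p65 and the withdrawal of lapatinib.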

**Figure 2:**
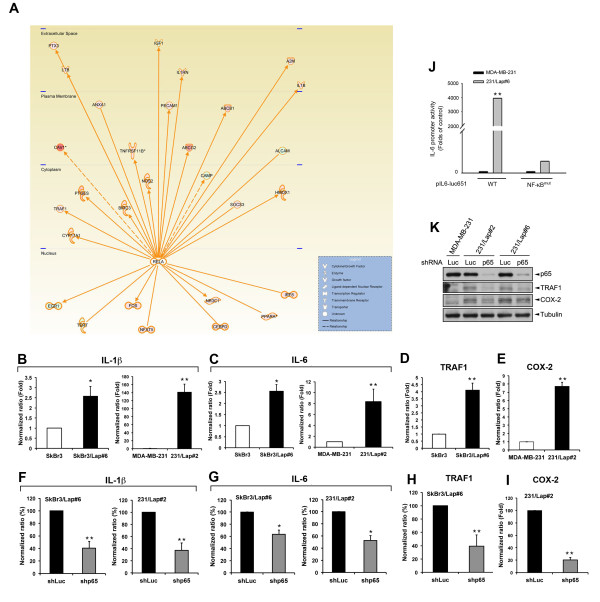
**Expressions of NF-κB target genes are elevated by lapatinib in both HER2-positive and –negative breast cancer cells. (A)** Total RNA extracted from two pairs of parental and lapatinib-resistant cells (SkBr3 and SkBr3/Lap#6; BT474 and BT474/Lap#3) was subjected to reverse transcription followed by cDNA microarray analysis. Gene expressions of NF-κB target gene with more than two folds change were analyzed with Ingenuity Pathway Analysis (IPA). **(B-E)** Total RNA extracted from SkBr3, MDA-MB-231, and their lapatinib-selected clones was subjected to RT-qPCR analysis for mRNA levels of IL-1β **(B)**, IL-6 **(C)**, TRAF-1 **(D)** and COX-2 **(E)**. **(F-I)** SkBr3/Lap#6 and 231/Lap#2 cells were infected with lentiviral shRNA against luciferase (shLuc) or p65 (shp65) for three days, and then total RNA was extracted and subjected to RT-qPCR analysis for mRNA levels of IL-1β **(F)**, IL-6 **(G)**, TRAF-1 **(H)** and COX-2 **(I)**. **(J)** MDA-MB-231 and 231/Lap#6 cells were transiently transfected with the luciferase reporter gene of *IL-6* promoter containing wild-type (WT) or mutation of NF-κB-binding sites (NF-κB^mut^). The promoter activity of *IL-6* was normalized with β-galactosidase activity. **(K)** MDA-MB-231 and 231/Lap cells were infected with lentivirus of shRNA against luciferase (shLuc) or p65 (shp65) for three days, and then whole protein lysates were prepared and subjected to Western blot analysis with antibodies against indicated molecules. shRNA, short hairpin RNA.

### Induction of NF-κB by lapatinib involves rapid IκBα turnover and tyrosine phosphorylation

Although activation of the IKK complex and its downstream IκBα Ser32/36 phosphorylations were found in SkBr3/Lap and BT474/Lap clones, reduction of IκBα was not seen (Figure 3A and B). Similar phenomena were also observed in lapatinib-treated clones of MDA-MB-231 and MDA-MB-468 (Figure 3C and D). Therefore, whether IκBα degradation was involved in lapatinib-induced NF-κB activation was further investigated. Since IκBα is also a downstream target gene of NF-κB, we hypothesized that lapatinib still can induce IκBα degradation but the protein level of IκBα was retained at a steady state in lapatinib-treated clones due to *de novo* synthesis. To prove this hypothesis, we treated cells with cycloheximide to inhibit protein biosynthesis and monitored the IκBα level by Western blot analysis. In parental SkBr3 (Figure 3E, left) and MDA-MB-231 (Figure 3F, left) cells, IκBα remained unchanged after treatment with cycloheximide; however, in SkBr3/Lap (Figure 3E, right) and 231/Lap (Figure 3F, right) cells, IκBα declined quickly in the presence of cycloheximide. Furthermore, the IκBα level and Ser32/36 phosphorylations in SkBr3/Lap#6 (Figure 3G) and in 231/Lap#2 (Figure 3H) cells were also elevated when cells were treated with proteasome inhibitor MG132. These results suggest that IκBα protein was continuously degraded but was also re-synthesized simultaneously back to the steady state in response to lapatinib treatment. In support to this notion, an increase in *IκBα* mRNA level was found in both SkBr3/Lap and 231/Lap clones (Figure 3I), and silencing of p65 expression can down-regulate the transcripts (Figure 3J) and protein expression (Figure 3K) of IκBα. These results suggest that lapatinib-induced NF-κB activation still involved IκBα protein degradation, and the unchanged IκBα level may be due to the elevation of *de novo* gene expression.

**Figure 3:**
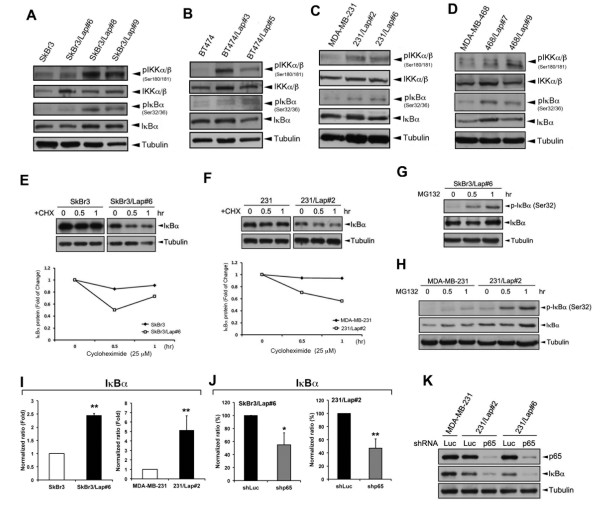
**Activation of NF-κB by lapatinib involves rapid IκBα turnover. (A-D)** Whole cell lysates from parental and lapatinib-selected cells of HER2-positive SkBr3 **(A)** and BT474 **(B)** cell lines and triple–negative MDA-MB-231 **(C)** and MDA-MB-468 **(D)** cell lines breast cancer cells were harvested and subjected to Western blot analysis with specific antibodies for phosphorylation and protein expression of IKKα/β, IκBα, and tubulin. **(E,F)** SkBr3 **(E)**, MDA-MB-231 **(F)**, and their lapatinib-treated clones were treated with 25 μM cycloheximide for 0, 0.5 and 1 hours. The protein expression of IκBα was examined by Western blot analysis and quantified. **(G,H)** SkBr3/Lap **(G)**, MDA-MB-231, and 231/Lap#2 **(H)** cells were treated with 1 μM MG-132 for 0, 0.5 and 1 hours. The protein expression and phosphorylation of IκBα were examined by Western blot analysis. **(I,J)** Total RNA was extracted from parental and lapatinib-resistant clones of SkBr3 and MDA-MB-231 cells **(I)** and from SkBr3/Lap#6 and 231/Lap#2 cells infected with lentivirus of Luc or p65 shRNA for three days **(J)**. The expression of IκBα mRNA was analyzed by RT-qPCR. **(K)** MDA-MB-231 and 231/Lap cells were infected with lentivirus of Luc or p65 shRNA for three days. The protein expression of IκBα was analyzed by Western blot analysis. shRNA, short hairpin RNA.

In addition to the IκBα phosphorylations at Ser32/36 by the IKK complex, phosphorylation at Tyr42 by Src can also lead to NF-κB activation by reducing the protein interaction between p65 and IκBα [28,29]. c-Src/Lck is activated in response to stresses, such as hypoxia and X-rays, and causes Tyr42 phosphorylation of IκBα without its protein degradation [28,29]. To clarify whether SFK also participates in the NF-κB activation in lapatinib-resistant cells, the SFK activity in resistant cells was examined. Our data revealed that tyrosine phosphorylation of SFK is increased in lapatinib-treated clones of SkBr3, BT474, and MDA-MB-231 (231) cells (Figure 4A). The phosphorylation of SFK was increased by lapatinib treatment for a few days in the parental BT474 cells (Additional file 1: Figure S4A), but was reduced in lapatinib-resistant clones of SkBr3 and MDA-MB-231 cells upon removal of lapatinib from the culture medium (Additional file 1: Figure S4B). Short-term treatment with lapatinib can also induce IκBα Tyr42 phosphorylation in both HER2-positive SkBr3 and HER2-negative MDA-MB-231 cells (Figure 4B and Additional file 1: Figure S4C), which was also observed in SkBr3/Lap#6 and 231/Lap clones (Figure 4C). Both p65 Ser536 phosphorylation and IκBα Tyr42 phosphorylation in lapatinib-treated SkBr3, BT474 and MDA-MB-231 cells were suppressed by Src inhibitors, including dasatinib (Dasa), AZD0530 (AZD) and PP2 (Figure 4D), suggesting that the lapatinib-induced NF-κB activation is Src-dependent. Anti-IκBα immunoprecipitates were immunoblotted with anti-p65 antibody to further confirm the involvement of Tyr42 phosphorylation of IκBα in NF-κB activation, and the interaction between IκBα and p65 was reduced in 231/Lap cells compared to parental cells (Figure 4E). These results suggest that Src-dependent Tyr42 phosphorylation of IκBα may render the *de novo* IκBα unable to feedback repress NF-κB activity.

**Figure 4:**
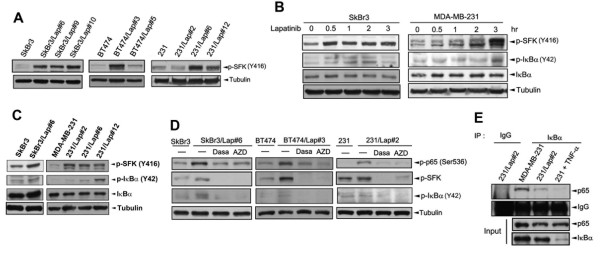
**SFK activation contributes to induction of NF-κB by lapatinib. (A)** Whole cell lysates of SkBr3, BT474, MDA-MB-231 and their lapatinib-selected clones were collected followed by Western blot analysis with anti-phospho-SFK and anti-tubulin antibodies. **(B)** SkBr3 and MDA-MB-231 cells were treated with lapatinib for the indicated time points. Phosphorylation of p-SFK and p-IκBα as well as IκBα and tubulin protein expression were detected by Western blot analysis. **(C)** Whole cell lysates from SkBr3, MDA-MB-231 cells and their lapatinib-treated clones were harvested and subjected to Western blot analysis with specific antibodies for phosphorylation and/or expression of SFK and IκBα. **(D)** SkBr3, BT474, MDA-MB-231 and their lapatinib-selected clones were treated with the SFK inhibitors, dasatinib (Dasa) or AZD0530 (AZD). Total lysates were prepared and subjected to Western blot analysis with anti-phospho-p65 (Ser536), anti-phospho-SFK and anti-tubulin antibodies. **(E)** IκBα protein from total lysates of MDA-MB-231 and 231/Lap cells was immunoprecipitated followed by Western blot analysis with anti-p65 antibody for IκBα/p65 protein interaction. SFK, Src family kinase.

### Activated NF-κB becomes the Achilles’ heel in lapatinib-treated HER2-negative breast cancer cells

Since NF-κB is activated in both HER2-positive and HER2-negative breast cancer cells in response to lapatinib treatment, we next examined the effect of p65 shRNA on the cell viability of SkBr3 and MDA-MB-231 cells and their lapatinib-resistant clones in both the presence and absence of lapatinib. Although silencing of p65 reduced cell viability in SkBr3 but not in MDA-MB-231 cells, treatment with lapatinib enhanced their sensitivity to p65 shRNA in both cell lines (Figure 5A and B). The cell viability inhibition by p65 shRNA was more dramatic in both SkBr3/Lap#6 and 231/Lap#2 cells in the presence of lapatinib, but the suppression was attenuated after lapatinib withdrawal (Figure 5A and B). Similarly, lapatinib also enhanced the sensitivity of MDA-MB-231 cells to IKKα inhibitor (Figure 5C). The 231/Lap#2 cells also showed greater sensitivity to IKK inhibitor than their parental cells, and this effect was diminished upon lapatinib withdrawal from the culture medium (Figure 5C). These results suggest a critical role of IKK/NF-κB activation in the lapatinib-resistance of both HER2-positive and TNBC cells. Prevention of IκBα degradation via inhibiting proteasome activity efficiently impairs NF-κB activation. Treatment with proteasome inhibitors including MG-132, Lactacystin and Proteasome inhibitor I (PSI) did not further enhance the anti-cancer activity of lapatinib in SkBr3 cells due to the high sensitivity of this cell line to lapatinib (Figure 5D-F). Nevertheless, these proteasome inhibitors circumvented the lapatinib resistance in SkBr3/Lap#6 cells but this effect was not observed after lapatinib was removed from the culture medium (Figure 5D-F). These results suggest that inhibition of NF-κB activation by proteasome inhibitors may overcome the acquired lapatinib resistance in HER2-positive breast cancer cells. Our data further showed that the cell viability of MDA-MB-231 cells was little affected by proteasome inhibitors, but the inhibition was significantly enhanced by lapatinib (Figure 5G-I). Interestingly, proteasome inhibitors dramatically inhibited the cell viability of 231/Lap#2 cells in the presence of lapatinib, and lapatinib withdrawal diminished the sensitivity (Figure 5G-I). Poly ADP ribose polymerase (PARP) and caspase-3 protein cleavages induced by the proteasome inhibitor bortezomib were also obviously enhanced in 231/Lap clones (Figure 5J). These results not only suggest that lapatinib can enhance the oncogenic addiction of TNBC cells to NF-κB, but also imply that co-treatment of lapatinib may enhance their sensitivity to proteasome inhibitors.

**Figure 5:**
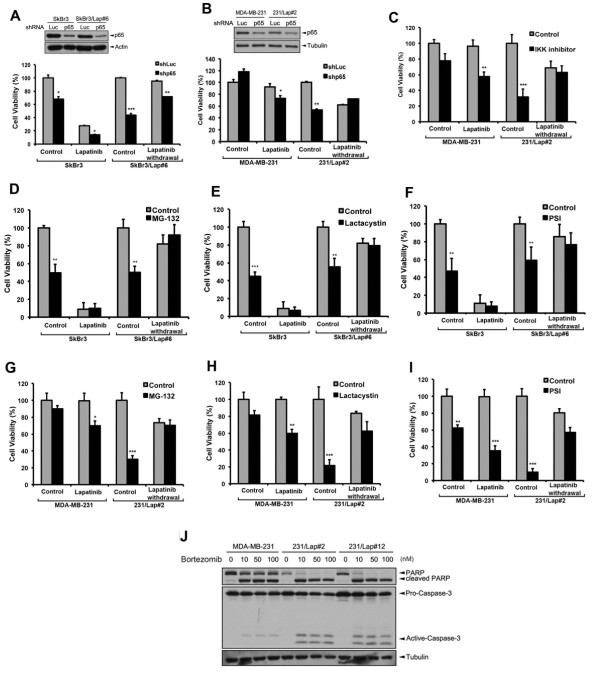
**NF-κB functions as a critical regulator for cell survival in response to lapatinib treatment. (A,B)** SkBr3 **(A)**, MDA-MB-231 **(B)**, and their lapatinib-treated derivatives were infected with lentivirus of Luc or p65 shRNA in the presence or absence of 1 μM lapatinib for three days. Cell viability and p65 protein expression were determined by MTT and Western blot analyses, respectively. **(C)** MDA-MB-231 and 231/Lap cells were treated with 10 μM IKKα inhibitor in the presence or absence of 1 μM lapatinib for 24 hours. The cell viability was determined by MTT assay. **(D-I)** Parental and lapatinib-selected cells of SkBr3 **(D-F)** and MDA-MB-231 **(G-I)** cells were treated with various doses of proteasome inhibitors, including MG-132 **(D and G)**, lactacystin **(E and H)** and proteasome inhibitor I **(F and I)** in the presence or absence of lapatinib for 24 hours and then subjected to MTT assay. **(J)** MDA-MB-231 cells and their lapatinib-treated clones were treated with or without the indicated concentrations of bortezomib for 48 hours. Two apoptotic markers, PARP and caspase 3 cleavages, were then examined by Western blot analysis with anti-PARP and anti-caspase 3 specific antibodies. *, *P* <0.05; **, *P* <0.01; ***, *P* <0.001. IKK, IKB kinase; MTT, 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide; PARP, poly ADP ribose polymerase.

### Lapatinib treatment sensitizes TNBCs to proteasome inhibitors

Next, we tested our hypothesis that lapatinib can enhance or switch the oncogenic addiction of TNBC cells to NF-κB and, in turn, enhance their sensitivity to proteasome inhibitors both *in vitro* and *in vivo*. Bcl-2 is a direct transcription target of NF-κB and responsible for anti-apoptosis [30]. Our data showed that the anti-apoptotic Bcl-2 expression was induced by treatment with 1 μM lapatinib for three days in MDA-MB-231 cells and this effect was blocked by bortezomib (Figure 6A). Nevertheless, lapatinib and bortezomib in combination, but not individually, can induce pro-apoptotic Bax expression (Figure 6A) and enhance bortezomib-induced PARP and caspase-3 cleavages in MDA-MB-231 and HS-578 T cell lines, further demonstrating the synergistic effect of lapatinib on the proteasome inhibitor-induced apoptosis. In clonogenic assays, lapatinib and gefitinib did not reduce the viability of MDA-MB-231 and HS-578 T TNBC cell lines due to HER2-negative expression and the dispensable role of EGFR in these cells (Figure 6B). However, pretreatment with lapatinib but not gefitinib can enhance the anti-cancer activity of MG-132 and bortezomib (Figure 6B).

**Figure 6:**
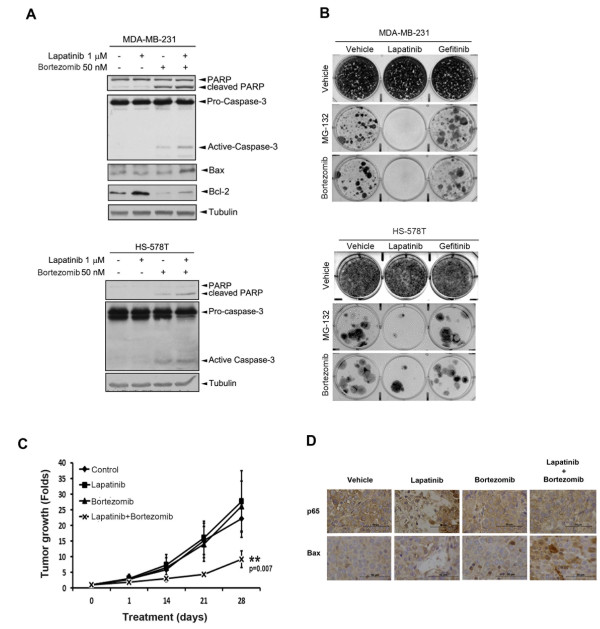
**Lapatinib significantly enhances the anti-tumor activity of proteasome inhibitors *in vitro *and *in vivo*. (A)** Triple-negative MDA-MB-231 and HS-578 T breast cancer cells were pre-treated with 1 μM lapatinib for three days followed by addition or not of 50 nM bortezomib for 48 hours. Protein cleavage of PARP and caspase 3 were then examined by Western blot analysis with anti-PARP and anti-caspase 3 specific antibodies. **(B)** Triple-negative MDA-MB-231 and HS-578 T breast cancer cells were pre-treated with 1 μM lapatinib or 1 μM gefitinib for three days followed by addition or not of 0.3 μM MG-132 or 50 nM bortezomib for seven days. The cell viability was determined by crystal violet staining. **(C,D)** MDA-MB-231 cells were injected into the mammary fat pad of SCID mice followed by treatment with lapatinib, bortezomib or lapatinib plus bortezomib, respectively. The growth rate of xenograft tumor was determined by measurement of tumor size **(C)**. The expression of p65 and apoptotic protein Bax in the xenograft tumor in response to these treatments was examined by immunohistochemical staining with anti-p65 and anti-Bax specific antibodies **(D)**. PARP, poly ADP ribose polymerase; SCID, severe combined immunodeficiency.

To further confirm this synergistic activity *in vivo*, MDA-MB-231 cells were injected into the mammary fat pad of SCID mice followed by treatment with lapatinib, bortezomib or lapatinib plus bortezomib, respectively. Treatment with bortezomib and lapatinib combined, but not individually, significantly suppressed the tumor growth (Figure 6C). The nuclear localization of p65 was enhanced in the lapatinib-treated tumors, and this effect was inhibited by treatment with bortezomib (Figure 6D). The combined treatment not only inhibited NF-κB but also induced Bax expression in the xenograft tumor tissues (Figure 6D). These results suggest that lapatinib may sensitize TNBC cells to proteasome inhibitors by increasing their oncogene addiction to NF-κB.

## Discussion

Unlike the luminal or HER2-enriched subtypes, characterized by the expression of hormone receptors or HER2, respectively, TNBC cells are almost insensitive to the established endocrine treatments and HER2-targeted agents due to the lack of known oncogenic drivers. Although synthetic lethal targeting of BRCA-deficient cells with PARP inhibitors has been proposed as a promising therapeutic strategy for TNBC in preclinical studies [31], the low mutation rate (near 20%) of BRCA1/2 [32] suggests that PARP inhibitors may only benefit a small number of such patients. New therapeutic strategies are therefore urgently needed for such patients.

Recent results from gene expression profiling analysis revealed that the NF-κB pathway may represent a key regulator of TNBC [33]. Various small molecules inhibiting NF-κB, including aspirin [34], genistein [35] and synthesized phospho-ibuprofen [36], have shown significant anti-tumor activity in preclinical studies for treating TNBC tumors. These studies revealed NF-κB as a potential therapeutic target for TNBC patients. Bortezomib (Velcade), a potent inhibitor of the 26S proteasome, has been approved for melanoma and hematopoietic malignancies. Preclinical studies have further demonstrated that bortezomib also showed remarkable anti-tumor activity against TNBC *in vitro*[37]. However, bortezomib alone [16] or in combination with aromatase inhibitor or tamoxifen [38] failed to show a significant clinical benefit in patients with metastatic breast cancer. The molecular heterogeneity and complexity of addicted status in TNBCs might explain these disappointing results [39]. Therefore, strategies to trap cancer cells to the NF-κB signal pathway by an artificial addiction shift may be able to potentiate the anti-tumor activity of proteasome inhibitors [40]. In this study, we reported that the off-target activity of lapatinib in augmenting NF-κB activity may enhance the therapeutic benefits of bortezomib for TNBC patients.

Induction of NF-κB activity was observed in lapatinib-treated HER2-positive breast cancer cells,and, thus, has been considered as a potential target for circumventing lapatinib resistance [19,20]. In addition to confirming the involvement of NF-κB activation in contributing to lapatinib resistance in HER2-positive breast cancer cells (Figure 5A), our data also showed that treatment with lapatinib elevates NF-κB activity in TNBC cell lines (Figure 1), uncovering the off-target effect of lapatinib on NF-κB activation. Lapatinib was tested as monotherapy or in combination with other systemic therapies in phase II trials for TNBC or HER2-negative breast cancers [41,42]. Inhibition of EGFR by lapatinib was considered as a promising therapeutic strategy for TNBC patients [43] since EGFR is overexpressed in 80% of TNBC [44]. Unfortunately, results from most of these studies showed limited clinical benefits for these patients. Nevertheless, the increased NF-κB activity renders lapatinib-treated TNBCs more vulnerable to NF-κB inhibition by p65 shRNA or proteasome inhibitors (Figure 5). These results strongly suggest that lapatinib may augment the oncogenic addiction of cancer cells to NF-κB, which may become the Achilles’ heel in TNBCs. The switch of survival pathway to NF-κB was also observed in various types of solid tumors during the acquisition of resistance to camptothecin and rendered these camptothecin-resistant cells more sensitive to the NF-κB inhibitor dehydroxymethylepoxyquinomicin (DHMEQ) [45]. Our results further demonstrated that co-treatment with lapatinib can sensitize TNBC cells to proteasome inhibitors both *in vitro* and *in vivo* (Figure 6), suggesting that the artificial trap of cancer cells to NF-κB signaling by lapatinib may be a potential strategy to increase the anti-tumor activity of bortezomib for TNBC patients.

Several lines of evidence from this study and the literature indicate that the induction of NF-κB by lapatinib is independent of EGFR and HER2 inhibition. First, regardless of the HER2 status, lapatinib-induced NF-κB activation was found in both HER2-positive and TNBC cells in this study (Figure 1A and B, respectively). Second, although lapatinib also possesses inhibitory activity against EGFR, our data showed that treatments with specific EGFR inhibitors, including erlotinib and gefitinib, suppress rather than induce p65 phosphorylations in both HER2-positive BT474 and triple-negative MDA-MB-231 breast cancer cells (Figure 1E and F). Also, only lapatinib but not gefitinib can synergize the anti-tumor activity of MG-132 in TNBC cells (Figure 6B). Third, inhibition of either HER2 [46] or EGFR [47] by its specific siRNA has been reported to decrease but not increase NF-κB activity. Similar to this EGFR/HER2-independent role in NF-κB activation, lapatinib has also been reported to up-regulate the expression of pro-apoptotic TRAIL death receptors DR4 and DR5 through an off-target mechanism in colon cancer cells and, thus, sensitizes these cancer cells to TRAIL-induced apoptosis [21]. The induction of DR5 by lapatinib was evident only with high drug concentrations (>5 μM) [21]. However, our data showed that 1 μM of lapatinib is sufficient for NF-κB activation. Therefore, lapatinib-enhanced NF-κB activity is unlikely through induction of DR5 expression although TRAIL has been known to initiate signaling to NF-κB activation [45].

The lapatinib-augmented NF-κB activity, derived from the EGFR/HER2-independent off target effect, involves both classic and SFK-mediated NF-κB activation pathways. Although our data revealed that reduction of the IκBα protein level was not accompanied with lapatinib-induced NF-κB activation, IκBα Ser32/36 phosphorylations and a higher turnover rate of IκBα were still found in lapatinib-treated cells, indicating that IκBα degradation remains necessary for liberating NF-κB. However, the *de novo* synthesis of IκBα, which is mediated by lapatinib-activated NF-κB, accounts for the unchanged IκBα protein level but did not feedback bind to and inhibit NF-κB. Up-regulation of SFK activity has been found in the acquired lapatinib-resistant cells with HER2 overexpression [48]. Our data further showed that lapatinib also activates SFK in both HER2-positive and TNBC cells to mediate IκBα Tyr42 phosphorylation, which prevents the feedback inhibition of NF-κB from IκBα protein binding [28,29]. These events lead to the constitutive activation of NF-κB in lapatinib-treated cells. Interestingly, bortezomib not only inhibits p65 phosphorylation but also reduces SFK tyrosine phosphorylation (data not shown). It suggests that the anti-tumor activity of bortezomib with co-treatment of lapatinib in our study may be partly attributed to inhibition of SFK activity by bortezomib. However, the potential possibility and molecular mechanisms underlying bortezomib-mediated SFK inhibition await further investigations.

## Conclusions

In conclusion, the off-target activity of lapatinib switches or enhances the oncogenic addiction of TNBC cells to NF-κB in a SFK-dependent manner. Therefore, co-treatment with lapatinib may synergize the anti-cancer activity of proteasome inhibitors, which may provide a novel and feasible way for treating TNBCs.

## Abbreviations

EGFR: Epidermal growth factor receptor; ELISA: Enzyme-linked immunosorbent assay; HER2/ERBB2: Epidermal growth factor receptor 2; HRP: Horseradish peroxidase; IKK: IκB kinase; IPA: Ingenuity pathway analysis; NF-κB/p65: Nuclear factor kappa-light-chain-enhancer of activated B cells; PARP: Poly ADP ribose polymerase; PBS: Phosphate-buffered saline; PCR: Polymerase chain reaction; PSI: Proteasome inhibitor I; SCID: Severe combined immunodeficient; SFK: Src family kinase; shRNA: Small hairpin RNA; siRNA: Small interfering RNA; TKI: Tyrosine kinase inhibitor; TNBC: Triple-negative breast cancer.

## Competing interests

The authors declare they have no competing interests.

## Authors’ contributions

YJC carried out the western blot analysis and drafted the manuscript. MHY participated in the design and coordination of the study and drafted the manuscript. MCY carried out the IPA analysis and immunoprecipitation assays, and was involved in drafting the manuscript. YLW, WSC and JYC participated in the animal studies and helped to revise the manuscript. CYS, YLY, CHC, CYT, PHC and TCH performed the immunoblot, immunohistochemical staining and reporter assays, and helped to revise the manuscript. SHL carried out the statistical analysis and drafted the manuscript. WCH conceived of the study, participated in the design of the study and contributed to the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Figure S1.** Lapatinib withdrawal reduced the Ser536 phosphorylation of p65 in lapatinib-selected clones. SkBr3/Lap#6, BT474/Lap#3, and 231/Lap#6 cells were cultured in the absence of lapatinib for one or three days, and total lysates were prepared and subjected to Western blot analysis with the indicated antibodies. **Figure S2.** Lapatinib does not induce the Ser276 and Ser529 phosphorylations of p65 in breast cancer cells. Whole cell lysates in SkBr3, BT474, MDA-MB-231 and their lapatinib-treated derivatives were harvested. Total lysates from SkBr3 (A) and MDA-MB-231 (B) cells treated with 10 ng/ml TNF-α for 10 minutes are used as a positive control. Phosphorylation of p65 at Ser276 (A-B) and Ser529 (C-D) was examined by Western blot analysis. **Figure S3.** The effect of lapatinib on the expression of *IL-1β* and *IL-6* transcripts in SkBr3, MDA-MB-231 cells, and their lapatinib-treated clones. A-B, SkBr3 and MDA-MB-231 cells were treated with lapatinib for 24 hours. C-D, SkBr3/Lap#6 and 231/Lap#2 cells were cultured in the presence or absence of lapatinib for 24 hours. Total RNA was extracted and subjected to RT-qPCR analysis for mRNA levels of *IL-1β* (A and C) and *IL-6* (B and D). **Figure S4.** The effect of lapatinib on the activation of SFK and IκBα Tyr42 phosphorylation in SkBr3, MDA-MB-231 cells, and their lapatinib-treated clones. A and C, BT474 (A) and MDA-MB-231 (C) cells were treated with 1 μM lapatinib for the indicated number of days. B, SkBr3/Lap#6 and 231/Lap#12 cells were cultured in the presence or absence of lapatinib for the indicated number of days. Total protein lysates were extracted and subjected to Western blot analysis with the indicated antibodies. Click here for file

Additional file 2: Table S1 Microarray analysis of upregulated gene expression profile in lapatinib-resistant SkBr3 and BT474 breast cancer cells. Click here for file

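Table S1 lists 755 probes, 623 of them with a gene symbol and 526 symbols in all, with their fold changes in SkBr3/Lap#6 and BT474/Lap#3 and the raw signals of 3 of the 4 arrays. These raw values were compared with the deposited signals. For the 17 listed probes that are spotted 10 times, all 51 raw values equaled, within 0.001 on the log2 scale, the geometric mean of the spots marked as well above background, or of all spots where none was so marked. The geometric mean of all spots matched 44 of the 51. When probes were summarized by this spot rule, which was chosen after the data were seen, and the signal filter was left out, 887 probes were at least 2-fold higher in both clones, and all 755 probes of Table S1 were among them. Their log2 fold changes then differed from those of the table by at most 0.0006. Of the probes that are not listed, 131 had signals under 100 on all 4 arrays, as did 56 of the listed probes.
With all spots averaged and the filter applied, 697 of the 755 probes were at least 2-fold higher in both clones. The log2 fold change of 7 probes differed by more than 0.02 from the table in at least 1 clone. Of the 51 values, 3 rested on 1 of 10 spots, namely IL1B and HBG1 in BT474/Lap#3 and APOA1 in SkBr3/Lap#6, of which HBG1 and APOA1 were singled out after their values were seen. For IL1B and HBG1 the software had marked that spot as an outlier. Of the 755 probes, 325 were well above background on all 4 arrays, 430 were not so on at least 1 parental array and 191 on neither parental array. The fold changes of these probes depend on the background level of the parental array. Among named probes well above background on all 4 arrays, MGAT3 had the largest rise by the smaller of its changes, with log2 fold changes of 6.48 in SkBr3/Lap#6 and 6.14 in BT474/Lap#3. It was followed by ABCG2, FOXC1 (6.71 and 4.39), MYL7 (5.08 and 3.97) and TNFRSF11B (7.06 and 3.93).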

## References

[B1] AndersCCareyLAUnderstanding and treating triple-negative breast cancerOncology (Williston Park)20081512331239discussion 1239–1240, 124318980022PMC2868264

[B2] BertucciFFinettiPCerveraNEsterniBHermitteFViensPBirnbaumDHow basal are triple-negative breast cancers?Int J Cancer20081523624010.1002/ijc.2351818398844

[B3] CareyLAPerouCMLivasyCADresslerLGCowanDConwayKKaracaGTroesterMATseCKEdmistonSDemingSLGeradtsJCheangMCNielsenTOMoormanPGEarpHSMillikanRCRace, breast cancer subtypes, and survival in the Carolina Breast Cancer StudyJAMA2006152492250210.1001/jama.295.21.249216757721

[B4] RouzierRPerouCMSymmansWFIbrahimNCristofanilliMAndersonKHessKRStecJAyersMWagnerPMorandiPFanCRabiulIRossJSHortobagyiGNPusztaiLBreast cancer molecular subtypes respond differently to preoperative chemotherapyClin Cancer Res2005155678568510.1158/1078-0432.CCR-04-242116115903

[B5] KassamFEnrightKDentRDranitsarisGMyersJFlynnCFralickMKumarRClemonsMSurvival outcomes for patients with metastatic triple-negative breast cancer: implications for clinical practice and trial designClin Breast Cancer200915293310.3816/CBC.2009.n.00519299237

[B6] LinNUClausESohlJRazzakARArnaoutAWinerEPSites of distant recurrence and clinical outcomes in patients with metastatic triple-negative breast cancer: high incidence of central nervous system metastasesCancer2008152638264510.1002/cncr.2393018833576PMC2835546

[B7] PikarskyEPoratRMSteinIAbramovitchRAmitSKasemSGutkovich-PyestEUrieli-ShovalSGalunEBen-NeriahYNF-kappaB functions as a tumour promoter in inflammation-associated cancerNature20041546146610.1038/nature0292415329734

[B8] WangCYMayoMWBaldwinASJrTNF- and cancer therapy-induced apoptosis: potentiation by inhibition of NF-kappaBScience19961578478710.1126/science.274.5288.7848864119

[B9] KanarekNLondonNSchueler-FurmanOBen-NeriahYUbiquitination and degradation of the inhibitors of NF-kappaBCold Spring Harb Perspect Biol201015a0001662018261210.1101/cshperspect.a000166PMC2828279

[B10] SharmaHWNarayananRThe NF-kappaB transcription factor in oncogenesisAnticancer Res1996155895968687102

[B11] Van AntwerpDJMartinSJKafriTGreenDRVermaIMSuppression of TNF-alpha-induced apoptosis by NF-kappaBScience19961578778910.1126/science.274.5288.7878864120

[B12] FanYDuttaJGuptaNFanGGelinasCRegulation of programmed cell death by NF-kappaB and its role in tumorigenesis and therapyAdv Exp Med Biol20081522325010.1007/978-1-4020-6554-5_1118437897

[B13] OrlowskiRZKuhnDJProteasome inhibitors in cancer therapy: lessons from the first decadeClin Cancer Res2008151649165710.1158/1078-0432.CCR-07-221818347166

[B14] BiswasDKCruzAPGansbergerEPardeeABEpidermal growth factor-induced nuclear factor kappa B activation: a major pathway of cell-cycle progression in estrogen-receptor negative breast cancer cellsProc Natl Acad Sci U S A2000158542854710.1073/pnas.97.15.854210900013PMC26984

[B15] NakshatriHBhat-NakshatriPMartinDAGouletRJJrSledgeGWJrConstitutive activation of NF-kappaB during progression of breast cancer to hormone-independent growthMol Cell Biol19971536293639919929710.1128/mcb.17.7.3629PMC232215

[B16] YangCHGonzalez-AnguloAMReubenJMBooserDJPusztaiLKrishnamurthySEsseltineDStecJBroglioKRIslamRHortobagyiGNCristofanilliMBortezomib (VELCADE) in metastatic breast cancer: pharmacodynamics, biological effects, and prediction of clinical benefitsAnn Oncol20061581381710.1093/annonc/mdj13116403809

[B17] GeyerCEForsterJLindquistDChanSRomieuCGPienkowskiTJagiello-GruszfeldACrownJChanAKaufmanBSkarlosDCamponeMDavidsonNBergerMOlivaCRubinSDSteinSCameronDLapatinib plus capecitabine for HER2-positive advanced breast cancerN Engl J Med2006152733274310.1056/NEJMoa06432017192538

[B18] ChenFLXiaWSpectorNLAcquired resistance to small molecule ErbB2 tyrosine kinase inhibitorsClin Cancer Res2008156730673410.1158/1078-0432.CCR-08-058118980964

[B19] XiaWBacusSHegdePHusainIStrumJLiuLPaulazzoGLyassLTruskPHillJHarrisJSpectorNLA model of acquired autoresistance to a potent ErbB2 tyrosine kinase inhibitor and a therapeutic strategy to prevent its onset in breast cancerProc Natl Acad Sci U S A2006157795780010.1073/pnas.060246810316682622PMC1472524

[B20] XiaWBacusSHusainILiuLZhaoSLiuZMoseleyMA3rdThompsonJWChenFLKochKMSpectorNLResistance to ErbB2 tyrosine kinase inhibitors in breast cancer is mediated by calcium-dependent activation of RelAMol Cancer Ther2010152922992012445710.1158/1535-7163.MCT-09-1041

[B21] DolloffNGMayesPAHartLSDickerDTHumphreysREl-DeiryWSOff-target lapatinib activity sensitizes colon cancer cells through TRAIL death receptor up-regulationSci Transl Med20111586ra502165383010.1126/scitranslmed.3001384PMC3769950

[B22] HsiaTCTuCYChenYJWeiYLYuMCHsuSCTsaiSLChenWSYehMHYenCJYuYLHuangTCHuangCYHungMCHuangWCLapatinib-mediated COX-2 expression via EGFR/HuR interaction enhances the aggressiveness of triple-negative breast cancer cellsMol Pharmacol20131585786910.1124/mol.112.08274323355539

[B23] Global gene expression changes in HER2-positive breast cancer cell lines in response to lapatinib resistancehttp://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE51889

[B24] Inference of NF-kB-targeted gene expressions by Ingenuity Pathway Analysishttp://www.ingenuity.com

[B25] SakuraiHChibaHMiyoshiHSugitaTToriumiWIkappaB kinases phosphorylate NF-kappaB p65 subunit on serine 536 in the transactivation domainJ Biol Chem199915303533035610.1074/jbc.274.43.3035310521409

[B26] WangDWesterheideSDHansonJLBaldwinASJrTumor necrosis factor alpha-induced phosphorylation of RelA/p65 on Ser529 is controlled by casein kinase IIJ Biol Chem20001532592325971093807710.1074/jbc.M001358200

[B27] ZhongHVollREGhoshSPhosphorylation of NF-kappa B p65 by PKA stimulates transcriptional activity by promoting a novel bivalent interaction with the coactivator CBP/p300Mol Cell19981566167110.1016/S1097-2765(00)80066-09660950

[B28] GargAAggarwalBBNuclear transcription factor-kappaB as a target for cancer drug developmentLeukemia2002151053106810.1038/sj.leu.240248212040437

[B29] ImbertVRupecRALivolsiAPahlHLTraencknerEBMueller-DieckmannCFarahifarDRossiBAubergerPBaeuerlePAPeyronJFTyrosine phosphorylation of I kappa B-alpha activates NF-kappa B without proteolytic degradation of I kappa B-alphaCell19961578779810.1016/S0092-8674(00)80153-18797825

[B30] VoglerMBCL2A1: the underdog in the BCL2 familyCell Death Differ201215677410.1038/cdd.2011.15822075983PMC3252829

[B31] FarmerHMcCabeNLordCJTuttANJohnsonDARichardsonTBSantarosaMDillonKJHicksonIKnightsCMartinNMJacksonSPSmithGCAshworthATargeting the DNA repair defect in BRCA mutant cells as a therapeutic strategyNature20051591792110.1038/nature0344515829967

[B32] Gonzalez-AnguloAMTimmsKMLiuSChenHLittonJKPotterJLanchburyJSStemke-HaleKHennessyBTArunBKHortobagyiGNDoKAMillsGBMeric-BernstamFIncidence and outcome of BRCA mutations in unselected patients with triple receptor-negative breast cancerClin Cancer Res2011151082108910.1158/1078-0432.CCR-10-256021233401PMC3048924

[B33] OssovskayaVWangYBudoffAXuQLituevAPotapovaOVansantGMonforteJDaraseliaNExploring molecular pathways of triple-negative breast cancerGenes Cancer20111587087910.1177/194760191143249622593799PMC3352156

[B34] ChattopadhyayMKodelaRNathNBarsegianABoringDKashfiKHydrogen sulfide-releasing aspirin suppresses NF-kappaB signaling in estrogen receptor negative breast cancer cells in vitro and in vivoBiochem Pharmacol20121572373210.1016/j.bcp.2011.12.01922209867

[B35] PanHZhouWHeWLiuXDingQLingLZhaXWangSGenistein inhibits MDA-MB-231 triple-negative breast cancer cell growth by inhibiting NF-kappaB activity via the Notch-1 pathwayInt J Mol Med2012153373432258049910.3892/ijmm.2012.990

[B36] SunYRowehlLMHuangLMackenzieGGVrankovaKKomninouDRigasBPhospho-ibuprofen (MDC-917) suppresses breast cancer growth: an effect controlled by the thioredoxin systemBreast Cancer Res201215R2010.1186/bcr310522293394PMC3496138

[B37] JonesMDLiuJCBarthelTKHussainSLovriaEChengDSchoonmakerJAMulaySAyersDCBouxseinMLSteinGSMukherjeeSLianJBA proteasome inhibitor, bortezomib, inhibits breast cancer growth and reduces osteolysis by downregulating metastatic genesClin Cancer Res2010154978498910.1158/1078-0432.CCR-09-329320843837PMC2955762

[B38] TrinhXBSasLVan LaereSJProveADeleuIRasschaertMVan de VeldeHVinkenPVermeulenPBVan DamPAWojtasikADe MesmaekerPTjalmaWADirixLYA phase II study of the combination of endocrine treatment and bortezomib in patients with endocrine-resistant metastatic breast cancerOncol Rep2012156576632213454010.3892/or.2011.1562

[B39] PeddiPFEllisMJMaCMolecular basis of triple negative breast cancer and implications for therapyInt J Breast Cancer2012152171852229524210.1155/2012/217185PMC3262606

[B40] ToganoTSasakiMWatanabeMNakashimaMTsuruoTUmezawaKHigashiharaMWatanabeTHorieRInduction of oncogene addiction shift to NF-kappaB by camptothecin in solid tumor cellsBiochem Biophys Res Commun200915606410.1016/j.bbrc.2009.09.06619778522

[B41] BursteinHJStornioloAMFrancoSForsterJSteinSRubinSSalazarVMBlackwellKLA phase II study of lapatinib monotherapy in chemotherapy-refractory HER2-positive and HER2-negative advanced or metastatic breast cancerAnn Oncol2008151068107410.1093/annonc/mdm60118283035

[B42] BoussenHCristofanilliMZaksTDeSilvioMSalazarVSpectorNPhase II study to evaluate the efficacy and safety of neoadjuvant lapatinib plus paclitaxel in patients with inflammatory breast cancerJ Clin Oncol2010153248325510.1200/JCO.2009.21.859420530274

[B43] DhillonNA Study of Lapatinib in Combination With Everolimus in Patients With Advanced, Triple Negative Breast Cancer(cited 2011 Feb 27). Available from: http://clinicaltrials.gov/show/NCT01272141 NLM Identifier: NCT01272141

[B44] SiziopikouKPArigaRProussaloglouKEGattusoPCobleighMThe challenging estrogen receptor-negative/ progesterone receptor-negative/HER-2-negative patient: a promising candidate for epidermal growth factor receptor-targeted therapy?Breast J20061536036210.1111/j.1075-122X.2006.00276.x16848847

[B45] TangWWangWZhangYLiuSLiuYZhengDTumour necrosis factor-related apoptosis-inducing ligand (TRAIL)-induced chemokine release in both TRAIL-resistant and TRAIL-sensitive cells via nuclear factor kappa BFEBS J20091558159310.1111/j.1742-4658.2008.06809.x19120450

[B46] MerkhoferECCogswellPBaldwinASHer2 activates NF-kappaB and induces invasion through the canonical pathway involving IKKalphaOncogene2010151238124810.1038/onc.2009.41019946332PMC2829103

[B47] XuXSteereRRFedorchukCAPangJLeeJYLimJHXuHPanZKMaggirwarSBLiJDActivation of epidermal growth factor receptor is required for NTHi-induced NF-kappaB-dependent inflammationPLoS One201115e2821610.1371/journal.pone.002821622132240PMC3223233

[B48] RexerBNHamAJRinehartCHillSGranja-Ingram NdeMGonzalez-AnguloAMMillsGBDaveBChangJCLieblerDCArteagaCLPhosphoproteomic mass spectrometry profiling links Src family kinases to escape from HER2 tyrosine kinase inhibitionOncogene2011154163417410.1038/onc.2011.13021499296PMC3204390

How the deposited data were processed for this re-analysis (not part of the article)

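Gene expression was measured in parental SkBr3 and BT474 cells and in the resistant clones SkBr3/Lap#6 and BT474/Lap#3, with 1 Agilent 4 × 44 K array per sample and 4 arrays in all. The authors deposited for each spot the processed signal, an intensity after background subtraction and detrending by Feature Extraction 10.1.1.1, along with median pixel intensities and flags. They also deposited a table of log2 values per probe, which for most probes is close to the log2 of the processed signal shifted by a constant for each array and centered for each probe. Differences between its columns deviated from those of the processed signals by a median of at most 0.0014 and a maximum of 0.62 on the log2 scale. The assignment of arrays to clones followed the numbers in the paper, and the sample labels give clone 3 for SkBr3 and clone 6 for BT474.

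From the processed signals, the log2 values of the spots of a probe were averaged and each array's 75th percentile over the 41000 non-control probes was subtracted. Probes were kept when their signal was at least 100 on at least 1 of the 4 arrays, and no signal reached the upper limit of the filter in the heading of Table S1. A probe counted as well above background on an array when at least 50% of its spots were so marked. A clone was compared with its own parental cells, and changes of at least 2-fold were counted. The number of arrays limits the precision, since there are no replicates and spots of one array show only the spread within it. Where 1 signal of a pair was not well above background, it was replaced by the lowest signal marked as well above background on that array if it was lower, and the fold change is a limit. No fold change is given where neither signal was well above background, or where the limit was under 1. Probes were named by matching their RefSeq accessions to the RefSeq annotation of GRCh38.p14, used for names and the order of neighboring genes only. This named 23680 of 41000 probes, and Table S1 named 127 more.

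The one test across the cell lines was limma 3.58.1 in R 4.3.3, with resistance as the effect, cell line as a block, 1 residual degree of freedom and Benjamini-Hochberg adjustment. Lists of canonical NF-κB targets, reference genes, estrogen response genes, luminal epithelial genes, basal and mesenchymal genes and interferon response genes were fixed before the data were examined, as were the results to report, the alternatives, except where stated, and the rule for the genes to name. A gene was represented by its kept probe with the highest mean signal, and the median log2 fold change of each list was ranked among 10000 random lists of the same size with similar signals in 20 bins. The genes named are those drawn in Figure 2A, the genes whose products the paper measures or discusses, GAPDH and ACTB, and the 5 genes with the largest rise and the 5 with the largest fall in both clones among probes well above background on all 4 arrays. The gene of p65 had no probe matched by name and is not analysed here. Some items that these rules cover are not reported here. The other calculations used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.

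The alternatives were the percentile taken over probes well above background, the median in place of the 75th percentile, quantile normalization, normexp background correction (offset 50) with quantile normalization, the deposited log2 table, addition of 16 to the signal before the log2, no filter, filters on probes well above background on the clone arrays (for falls, the parental arrays) or on all 4 arrays, outlier spots left out, a threshold of 3-fold, the mean over the probes of a gene, and limma without a block or with the slide as a block. The normexp correction used median pixel intensities, as mean pixel intensities were not used here. Summarizing only the spots well above background, with and without the filter, was added after the data were seen, as was applying the alternatives to the lists other than the NF-κB targets.

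The scripts were tested on simulated arrays of 25927 probes, in which 200 probes were changed by 3 on the log2 scale in both clones. Rises and falls were planted in equal numbers, and a probe counted as recovered when it was called in its planted direction. A noise SD of 0.57 was set from the spread of the difference between the real fold changes of the clones. That spread also holds real differences between the clones. At this SD the 2-fold criterion in both clones recovered 198 of the 200 with 524 false calls. limma recovered 189 with 11 false calls. With an SD of 0.10 the criterion and limma both recovered 200, with 0 and 8 false calls. Every simulated probe had the same SD, which favors limma, so its recovery does not show its power on the real arrays. A planted list of 30 genes ranked at percentile 100, and 3 and 6 of 100 unplanted lists ranked above the 95th percentile. The unplanted lists were random draws ranked among random draws, so these counts follow from the method. They do not cover lists of genes that vary together. The planted shift of 3 exceeded each list median reported here, so sensitivity to smaller shifts was not tested.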

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

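Of the tests below, the shuffling of fold changes, the test for a mixed sample and the test of scaling for EGFR, TNFRSF10B and BAX were chosen before their results were seen. The tests by quantile normalization, the comparison of same and opposite directions, the tests of dim probes and the comparison of the 100 brightest probes were chosen only after. With 1 array per condition, no difference between the clones was tested against replicates, and each explanation below is a hypothesis.

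The paper analyzes genes that rose in both clones, and 320 probes fell at least 2-fold in both. The largest number in 1000 shuffles of the BT474/Lap#3 fold changes among probes of similar signal was 288, so chance overlap does not account for it. The count was 304 under quantile normalization, 263 of them among the 320, so a trend with intensity does not account for most of these falls. Whether the excess over chance stayed was not tested by shuffling under that normalization. With normexp correction before it the count was 168, and with addition of 16 to the signal 223. Among probes well above background on all 4 arrays the count was 218, against a largest shuffled number of 194, so the floor of dim probes is not the whole cause. A property of the probes rather than of resistance stays open. Probes changed in the same direction exceeded their mean in the shuffles 1.32-fold, and those changed in opposite directions 1.28-fold, a ratio of 1.03. The shared falls may therefore reflect genes that vary between any cultures. Shared selection by lapatinib is a biological alternative and was not tested. The parental cells had vehicle and the clones were cultured with lapatinib, so the arrays cannot separate selection from the presence of the drug.

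Fold changes of at least 2-fold pointed in opposite directions in the clones for 1021 probes. Part of this may come from the floor of the arrays. Of the 1021 probes, 194 were below background on both arrays of a cell line. Probes below background on both SkBr3 arrays had a median log2 fold change of -1.17, close to the -1.16 that the background limits and the 75th percentiles of these arrays give without any change in expression. This does not extend to probes well above background on all 4 arrays. Among these, 649 changed in opposite directions, 626 of them among the 1021, and the largest shuffled number was 456. Under quantile normalization the count over all kept probes was 868, 737 of them among the 1021. A trend with intensity thus does not account for most of these calls. Whether the excess over chance stayed was not tested by shuffling under that normalization. The count was 349 with normexp correction before it and 607 with addition of 16 to the signal. The difference between clones and that between cell lines share the same arrays, and no biological explanation was tested.

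EGFR was higher in SkBr3/Lap#6 (log2 fold change 1.32) and lower in BT474/Lap#3 (-1.34). TNFRSF10B, the gene of the death receptor DR5, had log2 fold changes of 0.96 and -1.93, and BAX of -0.28 and 1.28. They drew attention because a change of at least 2-fold in one clone went against the sign in the other, and the difference was not tested. No sign changed under the 7 other ways of computing the values that were planned. The value nearest to 0 was -0.12 for BAX in SkBr3/Lap#6, which argues against scaling of the arrays as the cause of the opposite signs. That BAX value is smaller than the median range between probes of a gene, 0.29, but the other BAX probe had the same signs, at -0.77 and 0.96, as did the other TNFRSF10B probe, at 1.83 and -1.70. A response that differs between the cell lines and a property of the single clone picked from each stay open.

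The list of 16 measured basal and mesenchymal genes, which the paper does not discuss, was higher in both clones by its median. The median log2 fold changes were 2.59 in SkBr3/Lap#6 (percentile 100) and 0.89 in BT474/Lap#3 (percentile 99.6). In SkBr3/Lap#6, 14 of the 16 genes were higher, 13 of them at least 2-fold, and 1 was at least 2-fold lower. In BT474/Lap#3 only 10 of the 16 were higher, 7 of them at least 2-fold, and 1, VIM (-1.52), was at least 2-fold lower. With dim genes set to their limits the medians were 2.30 over 16 genes and 1.07 over 14 genes, as 2 genes below background on both BT474 arrays were left out. Of the 16 genes, 10 were above background in SkBr3 and 11 in BT474, and CAV1 is also drawn in Figure 2A. The lower percentile under quantile normalization was 99.3, which argues against a trend with intensity. Another cell type mixed into both clone samples would bring its abundant transcripts to both. Among 3276 probes below background on both parental arrays and above it on a clone array, the signals of the clones had a Pearson r of -0.31 and 30.8% lay within 2-fold of the median difference. Choosing probes seen in either clone lowers this r, but of the 100 brightest such probes in SkBr3/Lap#6 only 39 were above background in BT474/Lap#3, and of the 100 brightest in BT474/Lap#3 only 47 in SkBr3/Lap#6. This argues against the same admixture in both. The slide cannot account for the rise in BT474/Lap#3, whose array shared a slide with that of BT474, and it stays open only for SkBr3/Lap#6. A different admixture in each clone also stays open. A shift of the clones away from a luminal state is one hypothesis. In limma 0 of the 16 genes passed when adjusted over the list alone, and 5 had an unadjusted p below 0.05.

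The 15 luminal epithelial genes were lower, with medians of -0.44 in SkBr3/Lap#6 (percentile 1.99) and -0.73 in BT474/Lap#3 (percentile 0). In SkBr3/Lap#6 the percentile was 28.3 under quantile normalization, so a trend with intensity could account for the fall in that clone, while the percentile in BT474/Lap#3 was 0.02. In limma 0 of the 15 genes passed when adjusted over the list alone, and 0 had an unadjusted p below 0.05.

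The 14 measured interferon response genes had medians of 0.54 in SkBr3/Lap#6 (percentile 95.9) and 0.97 in BT474/Lap#3 (percentile 99.9). The lower percentile under quantile normalization was 96.4, which argues against a trend with intensity, though the margin in SkBr3/Lap#6 is small. In limma 0 of the 14 genes passed when adjusted over the list alone, and 5 had an unadjusted p below 0.05. Culture conditions stay open and were not tested.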

How the results depend on the processing

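The spot rule of Table S1, with and without the filter, and all alternatives for the lists other than the NF-κB targets were chosen only after the data were seen. The cause of each move below was not tested, except that a stricter threshold or filter admits fewer probes by construction and no filter admits more.

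The median of the NF-κB targets in SkBr3/Lap#6 stayed between 0.71 and 1.00 under the 13 alternatives run, at percentile 99.99 or above. The median of the interferon response genes in SkBr3/Lap#6 stayed between 0.49 and 0.70. limma found 0 probes under each of its 14 alternatives, with 308 to 2058 probes at an unadjusted p below 0.05 and a smallest adjusted p between 0.521 and 1.00.

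At 3-fold, 1986 probes were higher and 1849 lower in SkBr3/Lap#6, 1255 higher and 522 lower in BT474/Lap#3, 338 higher and 110 lower in both, and 277 opposite. Then 337 probes of Table S1 and 11 genes of Figure 2A were called. Without the filter, 11569 probes were lower in SkBr3/Lap#6, 4183 higher and 2665 lower in BT474/Lap#3, 988 lower in both and 1856 opposite. The NF-κB median in BT474/Lap#3 was then -0.0183 and the basal median in SkBr3/Lap#6 2.06. With the spot rule of Table S1 as well, these were 11566, 4185, 2667, 988, 1859 and, for the basal median, 2.06.

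For probes well above background on all 4 arrays, 2205 were higher in SkBr3/Lap#6, 1758 in BT474/Lap#3 and 325 in both, 649 were opposite, and 325 probes of Table S1 and 12 genes of Figure 2A were called. The correlation was -0.0282, the estrogen medians -0.82 in SkBr3/Lap#6 and -0.36 in BT474/Lap#3 (mean 0.19), and the basal median in SkBr3/Lap#6 1.51. With the filter on clone or parental arrays, 649 were opposite, the correlation was 0.0925, the estrogen medians -0.61 and -0.36 (mean 0.15 in BT474/Lap#3), and the basal median in SkBr3/Lap#6 2.06.

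With normexp and quantile normalization, 2379 probes were lower in SkBr3/Lap#6, 1472 higher in BT474/Lap#3, 281 higher and 168 lower in both, and 349 opposite. Then 274 probes of Table S1 and 10 genes of Figure 2A were called. The medians in SkBr3/Lap#6 and BT474/Lap#3 were 0.12 and 0.12 for reference genes, -0.10 and -0.55 for luminal genes and 1.84 and 0.39 for basal genes. The estrogen median was -0.37 in SkBr3/Lap#6 and the interferon median 0.64 in BT474/Lap#3. Under quantile normalization alone they were 0.12 and 0.16 for reference genes and -0.12 and -0.51 for luminal genes, and the estrogen median in SkBr3/Lap#6 was -0.58.

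Scaling by the median moves all fold changes of a clone by one constant and leaves the percentiles of the lists as they were. It gave 2172 lower probes in BT474/Lap#3 and medians there of -0.0899 for NF-κB targets, -0.28 for reference genes, -0.20 for estrogen response and -0.94 for luminal genes. Adding 16 to the signal gave 607 opposite probes and medians in SkBr3/Lap#6 of -0.55 for estrogen response and 2.14 for basal genes. The mean over the probes of a gene gave a luminal median in SkBr3/Lap#6 of -0.24.

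Of 109 fold changes of named probes, 38 moved by less than the median range between probes of a gene (0.29) under normexp, 68 under addition of 16 and 96 under quantile normalization. All 109 did so under the deposited log2 table and with the outlier spots left out. The percentile over bright probes and the median add one constant per clone, and 1 and 7 of the 88 changes of at least 2-fold then fell under 2-fold. Quantile normalization took 5 of the 88 under 2-fold, normexp 17 and addition of 16 to the signal 4. IGF1 in BT474/Lap#3 went from -1.34 to 0.66 with only its spots well above background, and it was near background on all arrays. No paired analysis was possible beyond the block for cell line, because the labels give each sample as replicate 1. Signal over background limits the fold changes of dim genes, since 10075 of 41000 probes were below background on both SkBr3 arrays and 10247 on both BT474 arrays.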

Differences from the paper's values

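The spot rule of Table S1 was chosen only after the values were seen, and the other alternatives were set beforehand.

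By RT-qPCR the paper shows IL-6 mRNA in SkBr3/Lap#6 cells at about 2.6 times the level in SkBr3 cells (Fig. 2C, read by eye). On the arrays IL6 was at least 56.9-fold higher in SkBr3/Lap#6. The value stayed more than 1.5 times the paper's under all alternatives set before the data were examined. The lowest was 16.4-fold with normexp and quantile normalization, where the SkBr3 value lay above the lowest value marked as well above background. IL6 itself was not well above background in SkBr3, so no exact fold change can be set against the paper's value. With the spot rule added later, IL6 was at least 56.9-fold higher. The assays differ, and the scale of both is a ratio of resistant to parental cells.

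The paper lists 755 probes in Table S1. Here 698 probes were at least 2-fold higher in both clones, 697 of them listed in Table S1. The paper states 24 genes in Figure 2A, of which 22 were called here. Among the alternatives set before the data were examined, leaving out the filter called the most genes, 23, adding PTX3 but not IL1B. Scaling by the median called 15 genes, quantile normalization 16, and normexp with quantile normalization 10. Only the spot rule of Table S1 without the filter, chosen after the values were seen, called all 24 genes and all 755 probes. The paper's Table S1 gives IL1B a fold change of 3.67 in BT474/Lap#3, where 9 of the 10 spots had signals of 3.03 to 5.14 and neither BT474 array was well above background here, so that no fold change is given. It gives PTX3 a fold change of 3.49 in SkBr3/Lap#6, where neither SkBr3 array was well above background here.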

Other observations

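Of the tests below, those of the genes next to ERBB2 and of the slide were chosen before their results were seen. Those of the spots of IL1B, of scaling and quantile normalization, of the correlation between arrays and of the Src family were chosen only after.

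The raw signal of IL1B in BT474/Lap#3 in Table S1, 20.8, is that of a single spot marked as an outlier. The brightest of the other 9 spots had a signal of 5.14 and none of them was well above background. The rise of IL1B in SkBr3/Lap#6 does not share this limit, as all 10 spots there had signals of 64.8 to 76.0. No biological explanation was tested.

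ERBB2, the gene of HER2, was lower in SkBr3/Lap#6 by a log2 fold change of -1.90, with -2.02 on its other probe. In BT474/Lap#3 it was -0.65 and -0.26. The value in SkBr3/Lap#6 nearest to 0 over the planned ways of computing it was -1.57, which argues against scaling. The ERBB2 signal was 238524 in SkBr3 and no spot was saturated, but compression of bright signals was not tested. Loss of amplified copies or of cells carrying them would lower the neighboring genes by a similar amount. The 8 measured genes among the 5 on each side had a median log2 fold change of -0.71 in SkBr3/Lap#6, whereas a median of -0.95 or lower was set as the mark of such a loss. Of the 8 genes, 3 were at least 2-fold lower, namely PNMT (-4.47), PPP1R1B (-1.71) and GRB7 (-1.19). The others were TCAP (-0.77), PGAP3 (-0.66), MIEN1 (-0.29), STARD3 (0.11) and GSDMB (0.32). The median missed the mark by 0.24, less than the interquartile range of 1.13 among the 8 genes, a yardstick added after these values were seen. Loss of amplified copies or of cells carrying them therefore stays open.

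The NF-κB targets were higher in SkBr3/Lap#6, with a percentile of 100 under quantile normalization, which argues against a trend with intensity. The slide and the clone cannot be told apart for this array, since it was the 1 array on its slide and no pair of arrays of one culture was split between slides.

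The sample labels and the paper number the clones differently. Each clone array correlated more with its own parental array, with a Pearson r across probes of 0.896 for SkBr3/Lap#6 and 0.951 for BT474/Lap#3, than with the parental array of the other line (0.762 and 0.794). This argues against arrays swapped between the cell lines, but it does not show which clone of a line was used.

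Of the Src family kinases whose activity the paper measures, FYN was 12.7-fold higher in SkBr3/Lap#6 and 3.46-fold higher in BT474/Lap#3, and LYN at least 21.1-fold and at least 40.9-fold. SRC had log2 fold changes of -0.99 and -0.39 and YES1 of -0.79 and -0.07, with -0.38 and -0.92 on its other probe. FGR was 3.08-fold and 1.38-fold higher. SRC had the same sign under the planned ways of computing it, whereas the first YES1 probe in BT474/Lap#3 ranged from -0.28 to 0.04. The fall of SRC argues against a rise shared by the whole family. BLK was not well above background on any array, and LCK only on the clone arrays.

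The arrays of SkBr3 and SkBr3/Lap#6 also cover genes that the paper measures by RT-qPCR in other cultures of these cells. IL1B was at least 2.34-fold higher in SkBr3/Lap#6, TRAF1 at least 2.89-fold and NFKBIA 2.13-fold. The IκB kinase gene CHUK had log2 fold changes of 0.49 in SkBr3/Lap#6 and -0.50 in BT474/Lap#3, and IKBKB of -0.44 and 0.45, with 0.03 and -0.07 on another probe. TNFRSF10A had -0.27 and -0.76. BCL2 was 2.80-fold higher in BT474/Lap#3 and not well above background on either SkBr3 array.

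Figure 2A also draws 5 genes that Table S1 does not list. ALCAM had log2 fold changes of -2.63 in SkBr3/Lap#6 and -1.07 in BT474/Lap#3, CAMP of -1.38 and -3.42, EGR1 of -2.82 and -2.96 and TERT of -1.15 and -1.79. IGF1 was well above background on the BT474 array only. The genes with the largest falls in both clones among probes well above background on all 4 arrays were CEACAM6 (-5.12 and -5.35), KCNMA1 (-4.78 and -4.85), PALMD (-3.97 and -3.22), CX3CL1 (-3.42 and -3.06) and EGR1.

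The 14 reference genes had medians of -0.18 in SkBr3/Lap#6 (percentile 45.0) and -0.07 in BT474/Lap#3 (percentile 92.2), and both became positive under quantile normalization, at 0.12 and 0.16. GAPDH was -0.43 and -0.02, with ranges of -0.47 to 0.04 and -0.23 to 0.29 over the planned ways of computing it. ACTB was -0.51 and -0.86, and 0.49 in SkBr3/Lap#6 on another probe. The 16 estrogen response genes had medians of -1.20 in SkBr3/Lap#6 (percentile 0.01) and 0.01 in BT474/Lap#3 (percentile 73.0). In SkBr3/Lap#6 the median was -0.63 with dim genes at their limits and 5 genes below background on both arrays left out. In limma 0 genes of either list passed when adjusted over the list alone, and 0 had an unadjusted p below 0.05.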
